# UM171 expands distinct types of myeloid and NK progenitors from human pluripotent stem cells

**DOI:** 10.1038/s41598-019-43054-4

**Published:** 2019-04-29

**Authors:** Walatta-Tseyon Mesquitta, Matthew Wandsnider, HyunJun Kang, James Thomson, Oleg Moskvin, Kran Suknuntha, Igor I. Slukvin

**Keywords:** Cell growth, Lymphopoiesis

## Abstract

Scaling up blood cell production from hPSCs is critical to advancing hPSC technologies for blood transfusion, immunotherapy, and transplantation. Here we explored the potential of the HSC agonist pyrimido-indole derivative UM171, to expand hematopoietic progenitors (HPs) derived from hPSCs in chemically defined conditions. We revealed that culture of hPSC-HPs in HSC expansion conditions (SFEM with added TPO, SCF, FLT3L, IL3 and IL6) in the presence of UM171 predominantly expanded HPs with a unique CD34^+^CD41a^lo^CD45^+^ phenotype that were enriched in granulocytic progenitors (G-CFCs). In contrast, in lymphoid cultures on OP9-DLL4, in the presence of SCF, FLT3L, and IL7, UM171 selectively expanded CD34^+^CD45^+^CD7^+^ lymphoid progenitors with NK cell potential, and increased NK cell output up to 10-fold. These studies should improve our understanding of the effect of UM171 on *de novo* generated HPs, and facilitate development of protocols for robust granulocyte and lymphoid cell production from hPSCs, for adoptive immunotherapies.

## Introduction

Human pluripotent stem cells (hPSCs) have created alternative platforms for producing blood cells for transfusion, immunotherapies, and transplantation^1–4^. Advancing blood cell manufacturing from hPSCs and translating hPSC-based technologies to the clinic requires improving the scalability of blood cell production through enhancing hematopoietic differentiation of hPSCs and expanding lineage-committed hematopoietic progenitors (HPs). The pyrimido-indole derivative UM171 has been described as one of the most potent small molecules that stimulates HSC expansion *in vitro*^5^. UM171 selectively expands EPCR^+^ cord blood HSCs with sustained short- and long-term repopulation potential^6^, and mobilized peripheral blood HSCs following lentiviral transduction^7^. In addition, UM171 increases production of CD34^+^CD43^+^ HPs when added to hPSC differentiation cultures^8^. However, the effect and mechanism of UM171 action on hPSC-derived HPs has not been explored. CD34^+^CD43^+^ HPs generated from hPSCs are composed of a mixture of different types of progenitors, including lin^−^CD34^+^CD45^−^ and lin^−^CD34^+^CD45^+^ multipotential progenitors, and CD235a^+^CD41a^+^CD45^−^, and CD235a^+^CD41a^+^CD45^+^ progenitors, with erythro-megakaryocytic potential^9–11^. It remains unclear whether UM171 uniformly expands the most primitive lin^−^CD34^+^CD43^+^ multipotential progenitors, or selectively affects progenitors of a particular cell lineage, and whether it affects proliferation or programmed cell death of hPSC-derived HPs.

In this article, we evaluated the effect of UM171 on expansion and hematopoietic differentiation of HPs that were generated from hPSCs in chemically defined serum- and feeder-free conditions^10^. We revealed that culture of HPs in HSC expansion medium in the presence of UM171 predominantly expands CD34^+^CD41a^lo^CD45^+^ HPs enriched in G-CFCs. In contrast, in lymphoid cultures on OP9-DLL4, UM171 preferentially expands CD34^+^CD45^+^CD7^+^ lymphoid progenitors with robust NK potential. UM171-mediated expansion of HPs was associated with increased proliferation and decreased apoptosis.

These studies should improve our understanding of the effect of UM171 on *in vitro* generated HPs and facilitate development of protocols for robust granulocyte and lymphoid cell production from hPSCs for adoptive immunotherapies.

## Results

### UM171 preferentially expands hematopoietic progenitors with a unique CD34^+^CD41a^lo^CD45^+^ phenotype enriched in G-CFCs

To understand the effect of UM171 on hPSC-derived HPs and provide mechanistic insight on its action, we performed hematopoietic differentiation of H1 hESCs in defined feeder- and serum-free conditions for 9 days to generate HPs^10^. We then cultured them in SFEM medium supplemented with cytokines that support expansion of HSCs (TPO, SCF, FLT3L, IL3 and IL6), and with UM171 or DMSO (negative control) (Fig. 1A). As shown in Fig. 1B–D, the percentages and absolute numbers of CD34^+^CD43^+^ HPs almost all of which also co-expressed CD45 were significantly higher in cultures with UM171, as compared to controls (DMSO). Overall, cultures with UM171 generated up to 10-fold higher numbers of CD34^+^CD43^+^CD45^+^ HPs, as compared to control cultures. Because previous studies had demonstrated that UM171 induces expression of endothelial protein C receptor (EPCR, also known as CD201) in cord blood HSC expansion cultures^6^, we analyzed the expression of this receptor in hPSC-derived HPs that were expanded in HSC conditions. As shown in Fig. 1C, expansion of hPSC-derived hematopoietic cells with UM171 was also associated with induction of CD201 expression in CD34^+^CD45^+^ HPs.

**Figure 1:**
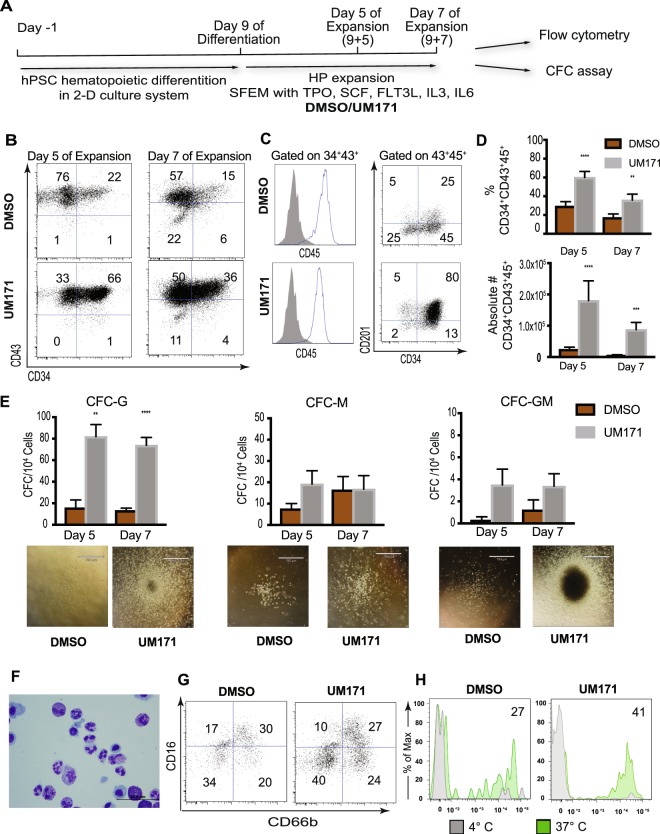
UM171 effect on expansion of CD34^+^CD43^+^ hPSC-derived HPs. (**A**) Schematic diagram of protocol used for expansion of HPs generated on day 9 H1 hESC differentiation in chemically defined conditions. (**B**) Representative dot plots show CD34 and CD43 expression following 5 and 7 days of expansion with UM171 or DMSO (control). (**C**) Histograms show that most of the cells in expansion cultures acquire CD45 expression. Dot plot demonstrates enhancing effect of UM171 on CD201 expression by CD34^+^ cells. (**D**) UM171 effect on % and absolute numbers of CD34^+^CD43^+^CD45^+^ HPs in cultures of hESC-derived CD43^+^ cells expanded for 5 and 7 days. Results are mean ± SEM for 7 independent experiments (Day 5), and 6 independent experiments (Day 7). **p < 0.01, ***p < 0.001 (**E**) CFC potential of expanded cells. Results are mean ± SEM for 7 independent experiments (Day 5), and 6 independent experiments (Day 7). **p < 0.01, ***p < 0.001. Representative images of colonies from HPs expanded with and without UM171 are shown. Image bar is 790 μM. (**F**) Cytospin showing morphology of granulocytes generated from UM171 expanded hematopoietic progenitors. Image bar is 50 μM. (**G**) Phenotype of neutrophils generated from hematopoietic progenitors expanded for 3 days with DMSO or UM171. (**H**) Phagocytosis of zymosan particles by neutrophils. Plots show histograms for cells incubated at 4 °C (filled gray; nonspecific binding control) and 37 °C (filled green). Percentages of FITC-positive cells at 37 °C minus nonspecific binding control at 4 °C are shown.

Assessment of the CFC potential of expanded cells revealed that UM171 had the most dramatic effect on G-CFCs (Fig. 1E). In addition, we noted that myeloid CFCs generated from UM171 expanded HPs were much larger and denser, thereby suggesting their higher potency (Fig. 1E). The effect of UM171 on the expansion of CD34^+^CD43^+^ HPs and G-CFCs was further confirmed using other H9 hESC and DF19-9-7T fibroblast-derived iPSC lines (Supplemental Fig. 1A–D). To confirm granulocytic potential of expanded cells, we cultured them with G-CSF to induce differentiation towards neutrophils. As shown in Fig. 1F–H, cells generated in this condition displayed typical neutrophil morphology and phenotype, and were capable of ingesting zymosan particles.

Flow cytometric analysis of apoptosis by annexin V assay demonstrated an increased number of viable cells and a decreased number of apoptotic, especially late apoptotic cells (AnnexinV^+^PI^+^), in UM171 cultures, as compared to controls (Fig. 2A). In addition, UM171 expansion of HPs was associated with increased proliferation, as determined by BrdU assay and Ki67 staining (Fig. 2B,C). Extending these observations, cell cycle analysis revealed that UM171 predominantly increases the proportion of HPs in the early S phase of the cell cycle (Fig. 2D). Similar findings were obtained with CD34^+^CD43^+^ cells generated from H9 hESCs and DF19-97T hiPSCs, and that were expanded in HSC expansion conditions in the presence of UM171 (Supplemental Fig. 1E–J).

**Figure 2:**
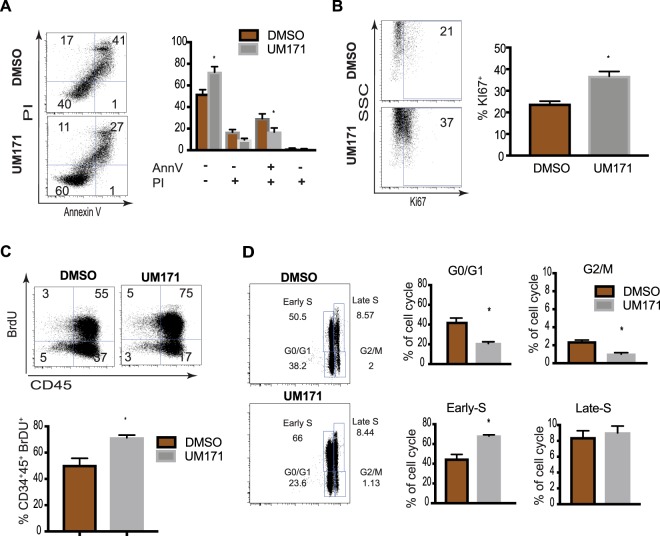
UM171 enhances survival and proliferation of CD34^+^CD43^+^ hPSC-derived HPs. (**A**) Apoptosis evaluation using annexin V staining in cultures of hPSC-derived HPs expanded for 5 days. Bars are mean ± SEM for 6 independent experiments. (**B**–**D**) Assessment of proliferative potential of CD34^+^ HPs expanded for 5 days with UM171 or DMSO using Ki67 staining (**B**), BrdU assay (**C**) and cell cycle analysis (**D**). Bars in (**B**–**D**) are mean ± SEM for 3 independent experiments. *p < 0.05. All dot plots show CD34^+^CD43^+^ gated cells.

Our prior studies revealed that CD34^+^CD43^+^ HPs generated from hPSCs on day 9 of differentiation are composed of four major subsets: (1) CD235a^+^CD41a^+^CD45^−^ and (2) CD235a^+^CD41a^+^CD45^+^ progenitors with erythro-megakaryocytic potential; and (3) lin^−^CD45^−^ and (4) lin^−^CD45^+^ multipotential HPs^9–11^. To determine which types of progenitors are affected by UM171, we performed flow cytometric analysis of CD34^+^CD43^+^ cells from expansion cultures. As shown in Fig. 1C, these cells also coexpressed CD45, i.e. displayed a CD34^+^CD43^+^CD45^+^ phenotype. We found that in control conditions, CD34^+^ cells become more differentiated, acquiring a CD41a^hi^CD42b^+^ phenotype. In contrast, cultures with UM171 preferentially expanded a unique CD41a^lo^235a^+/−^CD42b^−^ cell population, which coexpressed CD201 (Fig. 3A,B). In addition, UM171 treated cultures retained HPs with CD41a^−^CD235a^−^CD34^+^ phenotype, while in control conditions this population mostly disappeared by day 5 of expansion (Fig. 3B). To determine the phenotype associated with amplified HPs, we performed sorting of three major subsets of CD34^+^CD43^+^CD45^+^ HPs from UM171 and DMSO cultures, as shown in Fig. 3A. Because the CD41a^lo^ population in UM171 conditions included a sizable proportion of CD235a^−^ cells, we additionally subdivided this population into CD235a^+^ and CD235a^−^ subsets (Fig. 3A). Assessment of the CFC potential of sorted subsets revealed that in UM171 cultures, most CFCs were associated with the CD41a^lo^235a^+/−^CD42b^−^ and CD41a^−^CD235a^−^ phenotypes within total CD34^+^CD43^+^CD45^+^ cells, while the CD41a^hi^CD42b^+^ population was mostly devoid of myeloid CFCs (Fig. 3C). Separation of CD41a^lo^ cells into CD235a^+^ and CD235a^−^ subsets did not reveal substantial differences in myeloid CFCs between these populations. Interestingly, we found that majority of myeloid CFCs within CD41a^lo^235a^+/−^CD42b^−^ population were G-CFCs. Thus, we concluded that in cultures with HSC expansion cytokines, UM171 promotes development of a progenitor population with a CD34^+^CD41a^lo^CD45^+^ phenotype enriched in unipotential granulocytic progenitors, G-CFCs.

**Figure 3:**
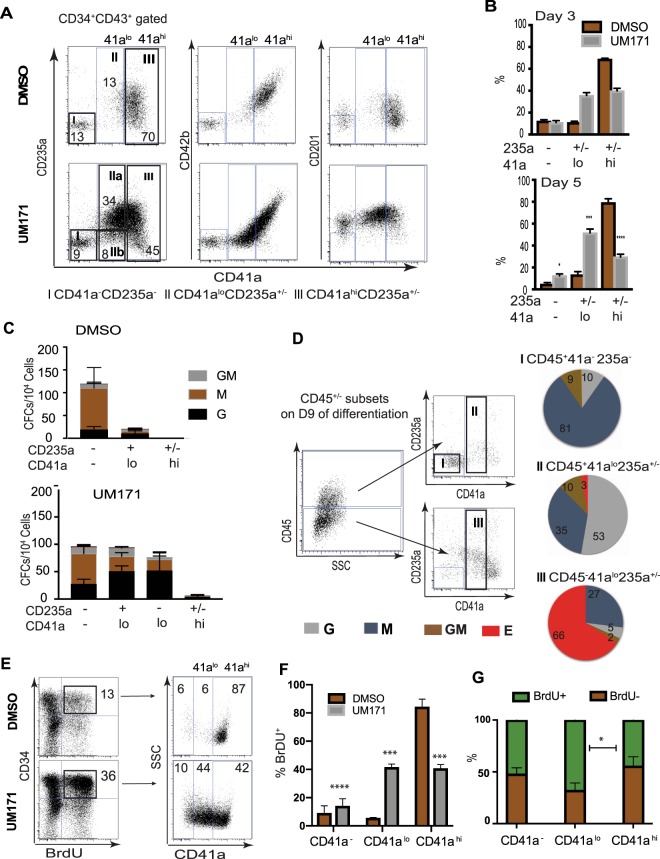
Flow cytometric and functional analysis of major cellular subsets amplified in HSC expansion conditions with UM171. (**A**) Representative dot plots show phenotype of major subsets of CD34^+^CD43^+^ cells identified in cultures after 3 days of expansion and gates used for their sorting (CD235a vs CD41a dot plots on the left). (**B**) Bar depicts mean  ±﻿ SEM percentage of each subset within the CD34^+^CD43^+^ population at day 3 (n = 4) and day 5 (n = 7) of expansion. (**C**) CFC composition for each sorted population. Results are mean ± SEM for 6 independent experiments. (**D**) Identification and characterization of CD41a^lo^ population within CD45^+^ hematopoietic progenitors formed on day 9 of differentiation, before initiation of expansion. Dot plots show gates used for analysis. Pie graphs show relative proportions of each type of CFC within sorted populations. (**E**) Representative dot plots show phenotype of BrdU^+^ proliferating cells, after gating CD45^+^ cells from DMSO and UM171 expanded HPs. (**F**) Percentages of CD41a^−^, CD41a^lo^, and CD41^hi^ subsets within BrdU^+^ proliferating cells after gating on the CD34^+^CD45^+^ population. Results are mean ± SEM (n = 3). **p < 0.01, ***p < 0.001. (**G**) Percentages of BrdU^+^ and BrdU^−^ cells within indicated subsets after 5 days of expansion; Results are mean ±  SEM (n = 3). *p < 0.05.

Although CD41a is considered a megakaryocytic lineage marker, it is also expressed by the earliest embryonic HPs and HSCs in mice^12–16^. In hPSC differentiation cultures, the vast majority of CD41a^+^ cells coexpress CD235a, a marker associated with the erythroid lineage^11,17,18^. CD41a^+^CD235a^+^ cells collected from hPSC-OP9 differentiation cultures possess predominantly E- and Mk-CFC potentials^11,17^. However, the CD235a^+^CD41a^+^ population obtained in 2D serum- and feeder-free conditions contains myeloid CFCs^10,18^, which are mostly associated with the CD235a^+^CD41a^+^CD45^+^ fraction^10^. Thus, it is possible that UM171 selectively amplifies a CD34^+^CD41a^lo^CD235a^+/−^CD45^+^ G-CFC enriched population, which is already formed during differentiation in serum- and feeder-free defined conditions. Indeed, flow cytometric analysis on day 9 of differentiation confirmed the presence of a small cell population with CD41a^lo^CD235a^+/−^CD45^+^ phenotype (Fig. 3D). Sorting subsets based on CD41a and CD45 expression demonstrated G-CFC enrichment in the CD41a^lo^CD45^+^ fraction. In addition, cell cycle analysis revealed that almost 90% of proliferating cells in DMSO expansion cultures were CD41a^hi^, while UM171 cultures showed approximately equal proportions of CD41a^lo^ and CD41a^hi^ cells within the BrdU^+^ fraction, with up to 7-fold higher frequency of proliferating CD41a^lo^ HPs, as compared to DMSO control (Fig. 3E,F). Further analysis of frequency proliferating cells within each subset in UM171 conditions, demonstrated the highest frequency of proliferating cells within the CD34^+^CD41a^lo^CD45^+^ population (Fig. 3G). Altogether, these findings suggest that the CD41a^lo^CD235a^+/−^CD45^+^ population enriched in G-CFCs arises from hPSCs during differentiation in defined conditions, and that UM171 selectively amplifies and maintains this population, rather than induces its *de novo* formation.

To analyze changes in molecular profile induced by UM171, we isolated CD34^+^CD235^+^CD41a^+^ cells on day 9 of differentiation, cultured them in HSC expansion conditions with UM171 or DMSO for 16 hours and 5 days, and then performed RNAseq analysis of expanded cells. 

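The RNAseq data comprise 4 libraries, 1 for each condition: cells cultured with DMSO for 16 h, with UM171 for 16 h, with DMSO for 5 days and with UM171 for 5 days. The cells came from H1 hESCs, an established human embryonic stem cell line, and were isolated on day 9 of differentiation. UM171, a pyrimido-indole small molecule, was used at 35 nM, and the control received an equivalent volume of DMSO, its solvent. The methods name the RNeasy Micro Kit for RNA isolation, whereas the sample labels name the RNeasy Mini Kit. Libraries were prepared by LM-Seq, a ligation-mediated protocol, and sequenced on the Illumina HiSeq 3000. The authors aligned the reads to transcript sequences of the hg19 annotation with Bowtie 1.1.2, and RSEM 1.3.0 then assigned reads to genes. They deposited 2 values for each of 23686 genes, the expected count, rounded to whole numbers, and the TPM. RSEM divides a read that fits several transcripts among them, so the counts of near-identical or overlapping genes depend on that division. The expected counts summed to 3339178 with DMSO and 1529486 with UM171 at 16 h, and to 9125518 with DMSO and 9016582 with UM171 at 5 days. At least 10 expected counts were assigned to 10263 genes in the UM171 16 h library and to 12706 genes in the UM171 5-day library.

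From there, expected counts were divided by median-of-ratios size factors over the 4 libraries, the kind of normalization the methods name. The size factors were 0.760 (DMSO) and 0.371 (UM171) at 16 h, and 1.76 and 2.02 at 5 days. Each expected count was raised to a floor of 3 counts before a fold was taken. A fold against a library at or under 3 counts is thus a lower bound of the observed ratio of the 2 libraries. This floor is worth 8.08 normalized counts in the UM171 16 h library and 3.95 in the DMSO 16 h library, which limits how far a fall can be seen at 16 h. A gene was counted as changed when its fold exceeded 2 and at least 1 of the 2 libraries held at least 10 expected counts. With 1 library per condition, no difference has a replicate check and no p-value is given. The 95% counting interval of a fold is the exact Clopper-Pearson interval of the UM171 library's share of a gene's counts in a pair. It compares those 2 libraries, not the conditions, and covers counting error only, since PCR copies of a molecule are not told apart. Where a fold is given as "at least" a value, the floor sets that value, and the counting interval can reach below it. For a list of genes, the median log2 fold is given with its percentile among 10000 random lists of the same size matched on mean expression. The posterior probability filter of EBSeq was not applied here.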

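The genes of Fig. 4A were compared between UM171 and DMSO at each time point. The authors may have chosen these genes on these same libraries. Extreme percentiles of the HSC, myeloid and E-Mk lists against random lists are therefore not independent support. CD34 lies on chromosome 1 of GRCh37 from 208054317 to 208084747. Its normalized count was 543 with DMSO and 595 with UM171 at 16 h, a log2 fold of 0.13 (95% counting interval -0.11 to 0.37), and 316 and 1060 at 5 days, a log2 fold of 1.75 (1.61 to 1.88). PROCR, on chromosome 20 from 33759875 to 33804043, had a log2 fold of 1.22 at 16 h (0.33 to 2.11) and of 2.42 at 5 days (1.93 to 2.95). RUNX1, on chromosome 21 from 36160098 to 37376965, was lower with UM171 at 16 h, with a log2 fold of -0.60 (-0.77 to -0.43), and higher at 5 days, with a log2 fold of 0.48 (0.39 to 0.57). GATA2, on chromosome 3 from 128198270 to 128212044, did not differ detectably at 16 h (log2 fold 0.10, -0.25 to 0.45) and was higher at 5 days (1.49, 1.30 to 1.68). The transcripts of GATA2 have a median GC content of 66.9%, and its log2 fold at 5 days was 0.80 after the trend of the fold with GC content was removed. The median over the 4 HSC genes was 0.12 at 16 h, at percentile 81.8 of the random lists, and 1.62 at 5 days, at percentile 99.98. Removing the GC trend with a narrower smoothing span, an alternative chosen after seeing the data, moved the 5-day median most, to 1.17.

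Among the 9 myeloid genes, 8 were measured at 16 h, 6 of them higher and 2 lower with UM171, with a median log2 fold of 0.48 at percentile 94.8. Over the 7 of them with at least 50 expected counts in a library the median was 0.47, at percentile 99.78. At 5 days all 9 were higher, 7 of them by more than 2-fold with at least 10 expected counts in a library, and the median of 2.26 lay above all 10000 random lists. MYB, on chromosome 6, changed direction, with a log2 fold of -0.53 at 16 h (-0.80 to -0.27) and 2.26 at 5 days (2.06 to 2.46). CD33 on chromosome 19 had 65 expected counts with DMSO and 18 with UM171 at 16 h (log2 fold -0.82, -1.66 to -0.05). At 5 days it had 1 with DMSO and 120 with UM171, at least 34.9-fold higher (log2 fold at least 5.12, 4.20 to 12.0). AZU1, under that minimum, had 8 expected counts in the UM171 5-day library and 0 in the others.

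The 8 E-Mk genes showed no common direction at 16 h, when 4 were higher and 4 lower. Their median was -0.014, at percentile 67.7, and 0.078 when libraries were scaled by total count. At 5 days all 8 were lower with UM171 by more than 2-fold, and the median of -2.47 lay below all 10000 random lists. PPBP, which encodes a platelet chemokine on chromosome 4 from 74852156 to 74853907, had 12296 normalized counts with DMSO and 1612 with UM171 at 5 days, 7.63-fold lower (log2 fold -2.93, -2.99 to -2.88). GATA1 fell least, with a log2 fold of -1.32 (-1.46 to -1.18). HBG1 had 923 expected counts with DMSO and 0 with UM171 at 5 days, at least 353-fold lower. HBG1 is a near-identical copy of HBG2, and reads could have been divided between them. The counts of both genes summed were 7.47-fold lower (log2 fold -2.90, -3.01 to -2.79). At 16 h HBG1 and HBG2 were both higher with UM171, with log2 folds of 0.75 and 0.38.

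**Figure D1:**
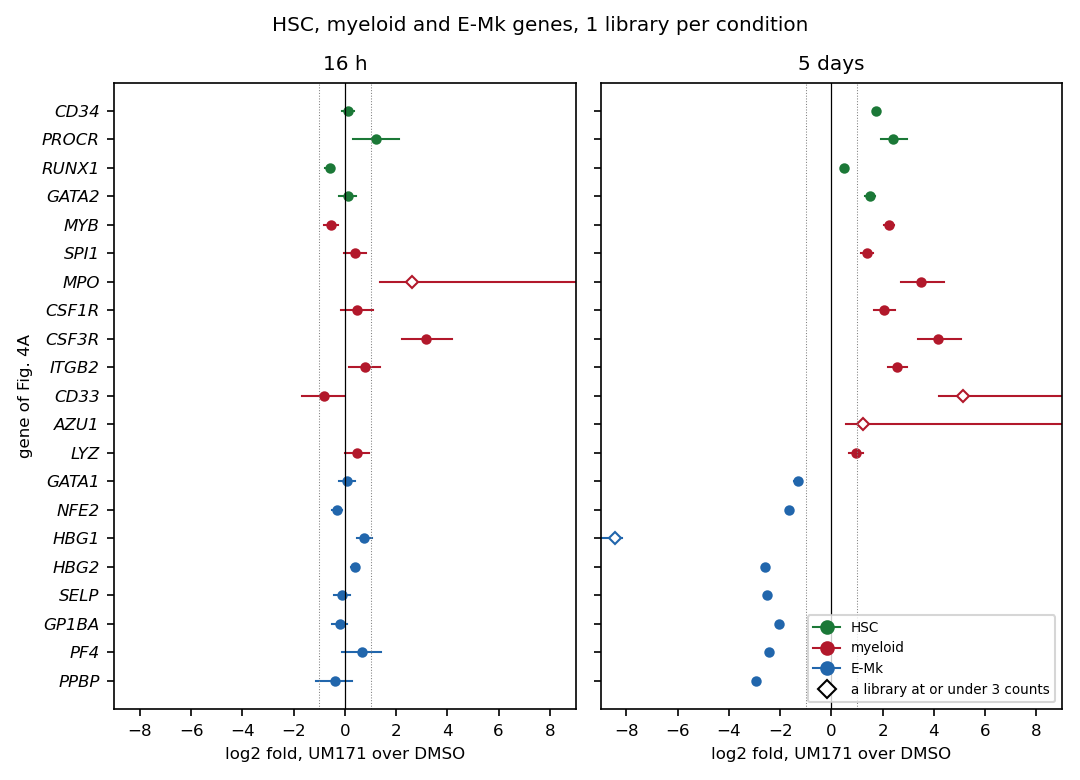
Log2 fold of UM171 over DMSO for the HSC, myeloid and E-Mk genes of Fig. 4A at 16 h and 5 days, 1 library per condition. Points are folds and lines are 95% counting intervals. Open diamonds mark folds against a library at or under 3 counts, and lines that reach the edge are unbounded. At 16 h the genes lie on both sides of 0, and at 5 days the HSC and myeloid genes lie above 0 and the E-Mk genes below it.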

Consistent with our phenotypic and functional analysis, RNAseq analysis revealed upregulation of *CD34*, *PROCR*, *RUNX1,* and *GATA2* genes associated with HSC development, along with upregulation of myeloid-lineage associated genes and down-regulation of erythro-megakaryocytic genes (Fig. 4A). 

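The AhR target genes of Fig. 4B are TIPARP on chromosome 3 from 156391024 to 156424559, AHRR on chromosome 5 from 321829 to 438406, CYP1B1 on chromosome 2 from 38294116 to 38337044 and CYP1A1 on chromosome 15 from 75011883 to 75017877 of GRCh37. TIPARP had 214 expected counts with DMSO and 65 with UM171 at 16 h, a log2 fold of -0.68 (95% counting interval -1.11 to -0.28), and 393 and 309 at 5 days, a log2 fold of -0.54 (-0.76 to -0.33). CYP1B1 had 797 and 216 expected counts at 16 h, a log2 fold of -0.85 (-1.07 to -0.63), and was higher with UM171 at 5 days, with a log2 fold of 0.38 (0.22 to 0.55). AHRR did not differ detectably at 16 h (log2 fold -0.16, -0.63 to 0.29), and its log2 fold at 5 days was -0.36 (-0.67 to -0.05). None of these changes exceeded 2-fold. CYP1A1 had 4 expected counts with DMSO and 0 with UM171 at 16 h, and 1 and 0 at 5 days, too few for a fold. The median over the list was -0.42 at 16 h, at percentile 2.52 of the random lists. In that median CYP1A1 enters with a log2 fold of 0.62, which comes from the floor of 3 counts alone. Adding 1 count to every normalized count in place of the floor gave a median of -0.77, at percentile 4.35. Over the 3 genes with at least 50 expected counts in a library, which leaves CYP1A1 out, the median was -0.68, at percentile 1.87. At 5 days the median over 3 genes was -0.36, at percentile 17.3.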

Similar to previously reported findings with cord blood HSCs^5^, UM171 did not affect the expression of aryl-hydrocarbon receptor target genes, which are involved in expansion of HSCs in the presence of another potent human HSC agonist, SR1^19^ (Fig. 4B).

**Figure 4:**
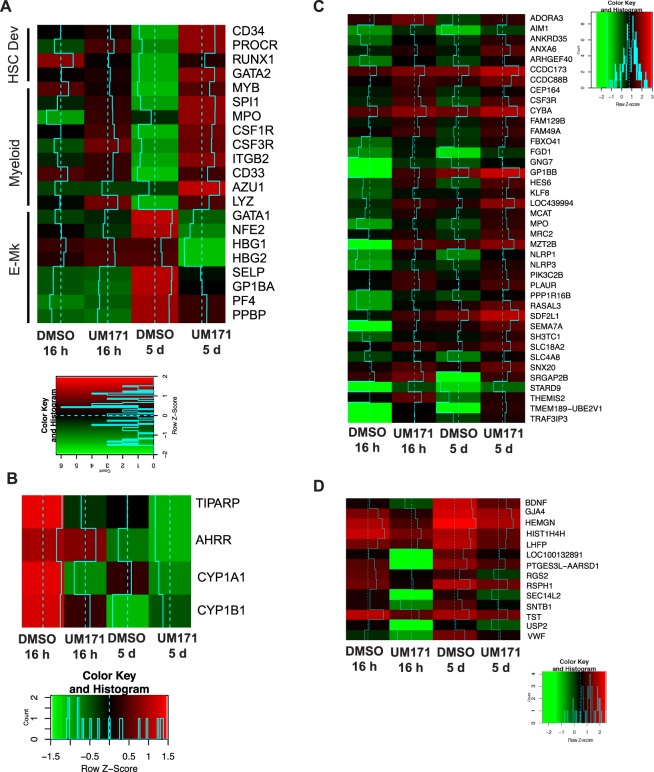
Changes in gene expression following expansion of CD34^+^CD235a^+^CD41a^+^ progenitors in HSC expansion conditions. (**A**) Heatmap shows changes in expression of genes associated with HSC, myeloid, and erythro-megakaryocytic lineage development. (**B**) Heatmap shows expression of AhR targets in corresponding expansion conditions. (**C**,**D**) Heatmaps showing commonly upregulated or downregulated genes that demonstrated more than 2-fold change in cultures expanded with UM171 for 16 hrs and 5 days.

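At 16 h, 954 genes were more than 2-fold higher and 753 more than 2-fold lower with UM171, among 11484 genes with at least 10 expected counts in at least 1 of the 2 libraries. At 5 days the numbers were 1906 higher and 1598 lower among 13357 genes. The count minimum moved these numbers most. With at least 50 expected counts, 157 genes were higher and 275 lower at 16 h, and 1017 and 857 at 5 days. When each pair of libraries was redrawn 100 times from its own counts with no difference between the 2 libraries, a mean of 254 genes passed 2-fold at 16 h and 239 at 5 days, so counting error alone accounts for 14.9% and 6.83% of the observed numbers. At 16 h this share was uneven, 7.89% of the rises and 23.7% of the falls. Across 12525 genes, the log2 folds at 16 h and at 5 days had a Spearman rho of 0.0683 (95% bootstrap interval over genes 0.0497 to 0.0862), a relation across genes, which are not independent replicates. From 16 h to 5 days, PF4 rose 93.5-fold with DMSO and 10.8-fold with UM171, and CD34 changed 0.582-fold with DMSO and 1.78-fold with UM171. The log2 changes from 16 h to 5 days in the DMSO libraries and in the UM171 libraries had a rho of 0.298 across 12938 genes.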

Because UM171 preferentially amplifies progenitors with G-CFC potential, the major changes in RNAseq profile may reflect enrichment of lineage-committed cells, rather than downstream targets of UM171. Therefore, to better understand a direct effect of UM171 on HPs, we searched for genes that were upregulated by at least 2-fold after 16 hours, and remained upregulated by at least 2-fold after 5 days of expansion. This analysis revealed 40 upregulated and 14 downregulated genes that were common to both, early (16 h) and late (5 days) expansion groups (Fig. 4C). 

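With the fold threshold and the count minimum alone, 210 genes were more than 2-fold higher and 114 more than 2-fold lower with UM171 at both time points. Redrawing the 16 h pair alone gave 8.09% of these rises and 28.5% of these falls. The genes included 36 of the 40 genes of Fig. 4C and all 14 genes of Fig. 4D. GNG7, MPO, NLRP3 and TRAF3IP3 also passed 2-fold at both time points, but had between 6 and 9 expected counts in the UM171 16 h library and 0 or 1 in the DMSO 16 h library, under the minimum. The genes of Fig. 4C had a median of 19 expected counts with UM171 and 5 with DMSO at 16 h, and 16 of the 40 had at most 3 with DMSO. The paper selected the genes of Fig. 4C and Fig. 4D on these same libraries, by fold and posterior probability. Intervals that leave out a fold of 1 are therefore not independent support for them. The counting interval of every one of the 40 genes left out a fold of 1 at both time points, but at 16 h it lay wholly beyond 2-fold for 23 of them, against 40 at 5 days. For the 14 genes of Fig. 4D it lay wholly beyond 2-fold for 7 at 16 h and for 14 at 5 days. With at least 50 expected counts, 17 genes were higher and 17 lower at both time points, 8 of them in Fig. 4C and 5 in Fig. 4D. With bounds included, the log2 folds of the genes of Fig. 4C lay between 1.32 and 4.03 at 16 h and between 1.25 and 5.47 at 5 days. Those of the genes of Fig. 4D lay between -2.56 and -1.21, and between -2.97 and -1.52.

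Some of these genes share reads with others. TMEM189-UBE2V1, a read-through gene on chromosome 20, had 0 expected counts with DMSO at both time points and 10 and 152 with UM171, while the counts summed with its parent genes TMEM189 and UBE2V1 had log2 folds of -0.091 and -0.11. PTGES3L-AARSD1 on chromosome 17 had 31 expected counts with DMSO and 0 with UM171 at 16 h, and 281 and 86 at 5 days, and its sum with PTGES3L and AARSD1 had log2 folds of -0.11 and of -0.50 (-0.66 to -0.33). GP1BB lies on chromosome 22 from 19711062 to 19712294 and overlaps the read-through gene SEPT5-GP1BB. Its log2 fold was 2.06 at 5 days, and 0.35 when summed with that gene and the gene listed as 5-Sep. SRGAP2B had a log2 fold of at least 4.50 at 5 days, and 0.065 when summed with SRGAP2, SRGAP2C and SRGAP2D. If the other genes of each sum had stayed at their mean level at 5 days, the summed log2 fold would have been 0.13 for TMEM189-UBE2V1, -0.54 for PTGES3L-AARSD1, 0.50 for GP1BB and 0.11 for SRGAP2B. For PTGES3L-AARSD1 at 5 days, a division of its reads alone would have left the sum unchanged. The sum of GP1BB at 5 days rose beyond counting error (0.27 to 0.44), which a division alone would not give. Removing the GC trend moved GP1BB by more than that rise, so a change of GP1BB itself stays open. The other sums do not tell a change of the gene itself from a division of its reads. MZT2B, summed with its copy MZT2A, had a log2 fold of 1.45 at 5 days. Transcripts of 6 of the 37 genes of Fig. 4C with a reference sequence have over 65% GC. After the GC trend was removed, GP1BB and MZT2B were no longer past 2-fold at 5 days, with log2 folds of 0.63 and 0.99. With the narrower span, chosen after seeing the data, CCDC88B was at 0.93.

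**Figure D2:**
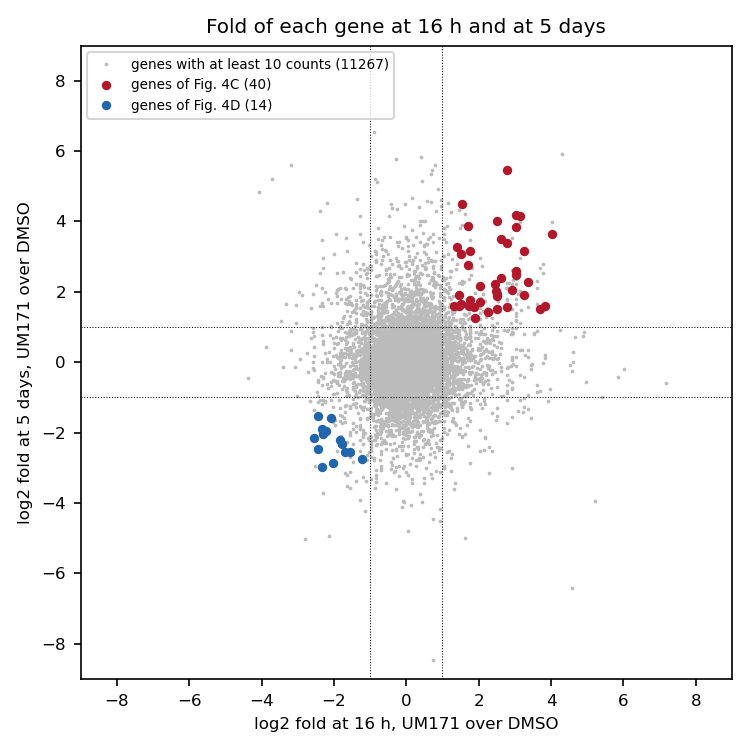
Log2 fold of UM171 over DMSO at 16 h against that at 5 days for 11267 genes with at least 10 expected counts in each pair of libraries, with the genes of Fig. 4C and Fig. 4D marked. Dotted lines mark 2-fold. The marked genes lie in the upper right and lower left corners, where 210 and 114 genes passed 2-fold.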

The group of upregulated common genes included genes involved in granulocytic lineage development (G-CSF receptor (*CSF3R*) and *MPO)*, and inflammatory response (*NLRP1*, *NLRP3*, *THEMIS2,* and *SEMA7*), suggesting that some effects of UM171 could be related to activation of inflammation associated pathways. 

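CSF3R, the gene of the G-CSF receptor on chromosome 1 from 36931644 to 36948879, had 12 expected counts with DMSO and 52 with UM171 at 16 h, 8.87-fold higher (95% counting interval of the log2 fold 2.22 to 4.19), and 14 and 285 at 5 days, 17.8-fold higher (3.38 to 5.04). MPO on chromosome 17, which encodes myeloperoxidase, had 1 and 9 at 16 h, at least 6.14-fold higher (1.35 to 9.66). At 5 days it had 14 and 182, 11.3-fold higher (2.72 to 4.40). NLRP1 on chromosome 17 had 2 expected counts with DMSO and 24 with UM171 at 16 h, at least 16.4-fold higher (2.61 to 7.75). Its counts at 5 days were 8 and 114, 12.4-fold higher. NLRP3 on chromosome 1 had 1 and 8 at 16 h, at least 5.46-fold higher (1.14 to 9.51). Its counts at 5 days were 31 and 167, 4.70-fold higher. THEMIS2, also on chromosome 1, had 19 and 53 at 16 h, 5.71-fold higher, and 6 and 112 at 5 days, 16.3-fold higher. SEMA7A on chromosome 15 had 0 and 21 at 16 h, at least 14.3-fold higher, and 120 and 414 at 5 days, 3.01-fold higher. A list of inflammatory response genes, none of them in Fig. 4C, had a median log2 fold of 0.011 over 25 genes at 16 h, at percentile 15.5 of the random lists, and 0.15 over 24 genes at 5 days, at percentile 71.1. Its direction depended on the settings, with a median of -0.25 at 16 h after adding 1 count to every normalized count and -0.21 at 5 days over genes with at least 50 expected counts. From the group of genes common to both time points, which it searched as a way to separate a direct effect of UM171 from enrichment of lineage-committed cells, the paper proposes that some effects of UM171 could be related to activation of inflammation associated pathways.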

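HEMGN on chromosome 9 from 100689073 to 100707138 was 5.89-fold lower with UM171 at 16 h, from 193 expected counts with DMSO and 16 with UM171 (95% counting interval of the log2 fold -3.39 to -1.82), and 4.47-fold lower at 5 days, from 2221 and 570 (-2.29 to -2.03). BDNF on chromosome 11 from 27676440 to 27743605 had 25 expected counts with DMSO and 2 with UM171 at 16 h. This was at least 4.07-fold lower (-5.73 to -0.61). At 5 days it had 1659 and 261, 7.29-fold lower (-3.06 to -2.68). VWF on chromosome 12 from 6058043 to 6233936 had 18 and 1 at 16 h, at least 2.93-fold lower (-8.52 to -0.47). At 5 days it had 478 and 81.3 normalized counts, 5.88-fold lower (-2.81 to -2.31). The 16 h intervals of BDNF and VWF did not lie wholly beyond 2-fold. In the DMSO libraries BDNF rose 28.7-fold and VWF 20.2-fold from 16 h to 5 days, against at least 16.0-fold and 10.1-fold in the UM171 libraries, where the 16 h counts were at or under the floor.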

The group of downregulated genes included genes highly expressed in megakaryocytes (*BDNF* and *VWF*) and the *HEMGN* gene, which increases transcriptional activity of GATA1 and promotes erythroid development^20^.

### UM171 enhances NK production from hPSC-derived HPs through expansion of CD34^+^CD7^+^ NK cell progenitors

To assess the effect of UM171 on NK cell differentiation, we collected HPs from hPSC cultures on day 9 of differentiation, and cultured them on OP9-DLL4, with or without UM171, as shown in Fig. 5A. After 14 days, these cultures generated CD56^+^ NK cells that expressed CD94 and CD16, markers of mature NK cells. Although UM171 had no effect on the percentages of NK cells or their phenotype, the absolute numbers of NK cells generated with UM171 were approximately 10-fold higher, as compared to DMSO controls (Fig. 5B–D). NK cells generated with UM171 possessed strong cytotoxicity, expressed perforin, and upregulated IFNγ production, following stimulation with K562 or PMA (Fig. 5E,F). These findings suggest that UM171 increases NK production through expansion, without affecting NK differentiation and function. Similar findings were obtained with HPs generated from H9 hESCs and the IISH2i-BM9 iPSC line that was derived from bone marrow mononuclear cells (Supplemental Fig. 2).

**Figure 5:**
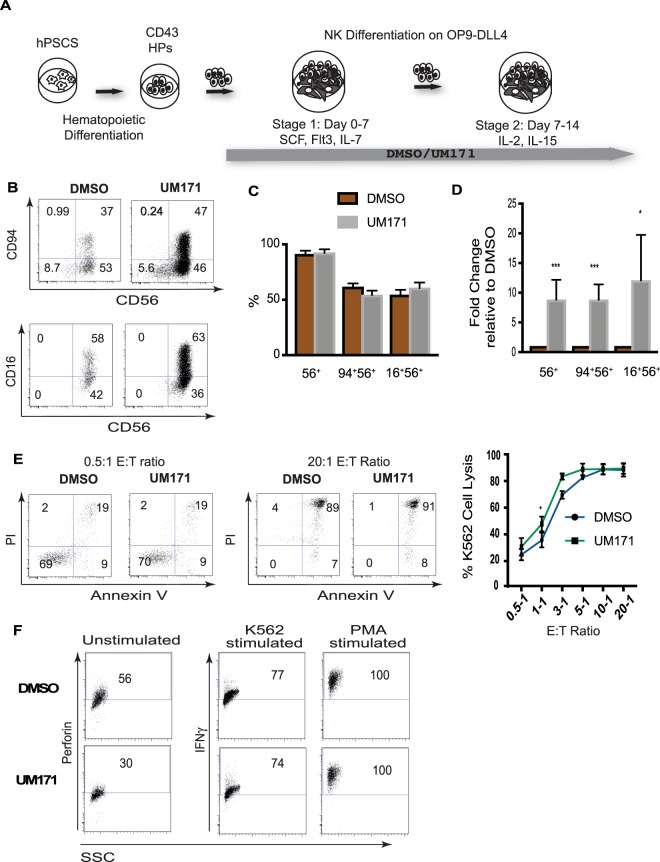
Effect of UM171 on NK cell production from hPSC-derived HPs. (**A**) Schematic diagram of protocol used for NK cell differentiation of hPSC-derived HPs. (**B**) Representative flow cytometry dot plots displaying NK cell differentiation. (**C**,**D**) Percentages and fold change in absolute numbers of NK cells. Bars are mean ± SEM for at least 6 independent experiments. **p < 0.01, ***p < 0.001. (**E**) Cytotoxicity assay against K562 targets. Representative dot plots and dose dependent cell lysis curves (mean ± SEM for n = 3) are shown. (**F**) Expression of perforin in unstimulated NK cells and INFγ following stimulation of NK cells with K562 or PMA.

Our NK cell differentiation protocol is composed of two stages (Fig. 6A). At stage 1, HPs are cultured with SCF, FLT3L, and IL-7, to induce lymphoid commitment. At stage 2, cells are transferred to new OP9-DLL4, and cultured with IL-2 and IL-15, to induce NK differentiation. To determine the stage affected by UM171, we added UM171 during the first 7 or the final 7-14 days of NK cell differentiation cultures (Fig. 6A). As shown in Fig. 6B, UM171 exerted its effect only when added during the first 7 days, demonstrating that addition of UM171 during the initial lymphoid differentiation stage is sufficient to amplify terminal NK yields, and suggesting that UM171 may potentiate expansion of NK progenitors, rather than their differentiation into mature NK cells. Phenotypic analysis of cells generated during days 0–7 of NK cultures revealed that UM171 predominantly expands CD34^+^CD45^+^ HPs that are enriched in cells expressing CD7^+^ and CD45RA lymphoid progenitor markers (Fig. 6C,D). Cell cycle analysis with BrdU demonstrated that UM171 increases the proportion of proliferating CD34^+^CD45^+^CD7^+^ progenitors, while having no effect on NK maturation cultures (Fig. 6E), consistent with our observation of a predominant effect of UM171 on the lymphoid progenitor stage.

**Figure 6:**
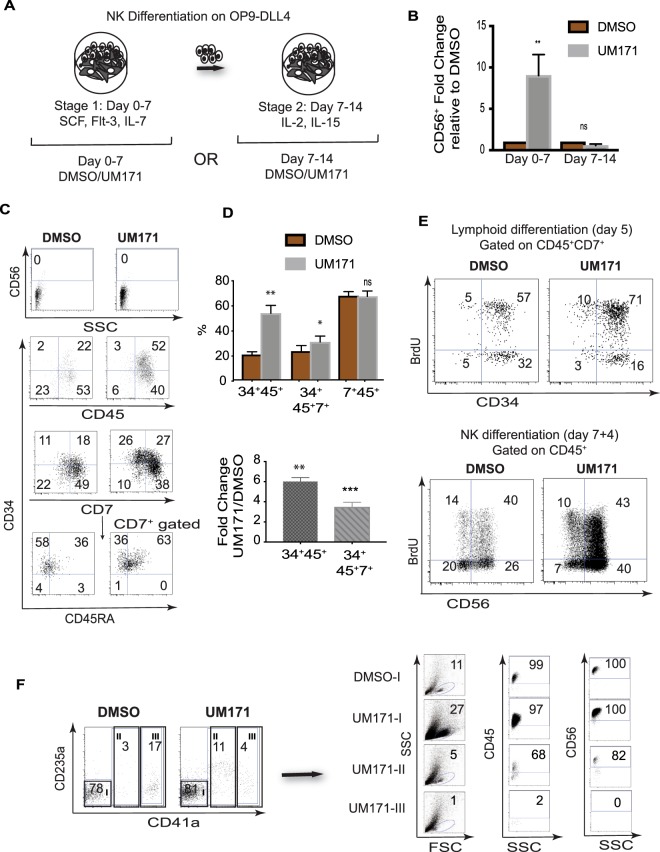
UM171 preferentially amplifies CD34^+^CD7^+^CD45^+^ NK cell progenitors. (**A**) Schematic diagram of experiments used to identify stage of NK development affected by UM171. (**B**) The effect of UM171 addition at stages 1 and 2 of NK cell differentiation. Bars are mean ± SEM for 3 independent experiments. (**C**) Phenotypic features of lymphoid progenitors generated in lymphoid cultures in the presence of UM171 or DMSO. (**D**) Upper panel shows the effect of UM171 on the proportion of cells with lymphoid progenitor phenotype on day 7 of NK differentiation (stage 1). Lower panel shows fold change in absolute numbers of CD34^+^ progenitors in cultures with UM171, as compared to DMSO controls. Bars are mean ± SEM for 3 independent experiments. **p < 0.01, ***p < 0.001. (**E**) Analysis of cell proliferation using BrdU assay in NK differentiation cultures, on days 5 and 11 of differentiation. (**E**) FAC-Sorting of cellular subsets from CD43^+^ HPs, on day 7 of lymphoid culture (stage 1), and assessment of their NK cell potential.

Most of the cells in lymphoid cultures, in contrast to cultures in HSC expansion conditions, were lacking CD41a and CD235a, although small proportions of cells with CD41a^lo^ and CD41a^hi^ phenotype were also detected (Fig. 6F). To determine whether lymphoid progenitor potential associated with CD41a^−^, CD41a^lo^, or CD41a^hi^ fractions, we sorted these cell populations, and assessed their NK cell potential. These studies revealed that the most robust NK potential resided in the CD41a^−^ fraction. No NK cell potential was detected in the CD41^hi^ fraction. Although the CD41a^lo^ fraction in UM171 conditions produced CD56^+^ NK cells, the efficiency of NK cell differentiation from this population was much lower (Fig. 6F). Thus, we concluded that in lymphoid conditions, UM171 expands a phenotypically and functionally different progenitor population with lymphoid potential.

## Discussion

Scaling up blood cell production from hPSCs is critical for advancing hPSC technologies for blood transfusion, immunotherapies, and transplantation. This can be achieved through improving the efficiency of hematopoietic differentiation from hPSCs and subsequent amplification of HPs using cytokines, growth factors, and small molecules, or by overexpression of transcription factors that support self-renewal of the most primitive multipotential progenitors or lineage-restricted HPs. In the present study, we sought to explore the possibilities for enhancing blood production from hPSCs through the expansion of HPs generated from hPSCs in chemically defined conditions. Specifically, we focused on the pyrimido-indole derivative UM171, a small molecule that is known as one of the most potent enhancers of HSC expansion^5^. Here, we established that culture of hPSC-derived HPs in HSC expansion conditions with UM171 preferentially expands a CD34^+^CD41a^lo^CD45^+^ population that is enriched in G-CFCs. Although we observed an increased number of CD34^+^CD41a^−^CD235a^−^CD45^+^ multipotential HPs in these conditions, these cells comprised a relatively small fraction within the entire CD34^+^ population. In lymphoid cultures, UM171 preferentially expanded a CD34^+^CD45^+^CD7^+^ population with NK cell potential, while having a minimal effect on expansion of the CD34^+^CD41^lo^CD45^+^ population (Fig. 7).

**Figure 7:**
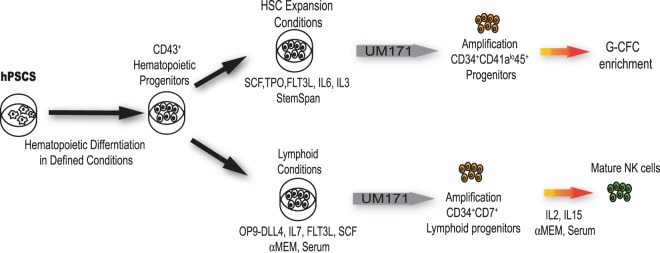
Schematic diagram summarizing the effect of UM171 on expansion of hPSC-derived HPs in HSC and lymphoid expansion conditions.

The mechanisms of UM171 action remain unknown. It has been shown that UM171 upregulates expression of PROCR, which is involved in pathways regulating HSC retention in bone marrow^21^, and marks a highly enriched HSC population in expansion cultures^5^.

In contrast to another HSC expansion molecule SR1, which predominantly acts through inhibition of aryl hydrocarbon receptor (AHR)^19^, UM171 does not affect pathways associated with AHR^5^. Similar to findings with cord blood HSCs, we found that UM171 upregulates PROCR molecule in hPSC-derived HPs, but demonstrates minimal effect on *AHR* and *AHRR* expression. 

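In the CD34+CD235a+CD41a+ cells expanded for RNAseq, the TPM of PROCR was 11.6 with DMSO and 27.6 with UM171 at 16 h, from 22 and 25 expected counts, and 7.51 and 44.4 at 5 days, from 39 and 239. AHR, on chromosome 7 of GRCh37 from 16955983 to 17385776, was higher with UM171 at 16 h, from 91 expected counts with DMSO and 81 with UM171, a log2 fold of 0.87 (95% counting interval 0.42 to 1.31). From 688 and 644 expected counts, the log2 fold of AHR at 5 days was -0.29 (-0.45 to -0.14), and -0.078 when libraries were scaled by total count. The TPM of AHRR was 17.5 with DMSO and 16.1 with UM171 at 16 h, and 9.07 and 7.80 at 5 days. With 1 library per condition, these differences have no replicate check.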

Although in cord blood expansion cultures, UM171 mostly decreases apoptosis without affecting proliferation of the most primitive HSCs, in hPSC-HP cultures, UM171 increased the number of cycling CD34^+^CD45^+^ cells, in addition to decreasing apoptosis.

Previous studies demonstrated that addition of UM171 or SR1 to hPSC differentiation cultures after hemogenic endothelium formation increases the number of CD34^+^CD45^+^ progenitors and CFCs^8,22^. In addition, inhibition of AHR with SR1 promotes NK cell formation and megakaryocytic lineage development from hPSCs^22,23^. In the present study, we revealed that despite some commonalities, SR1 and UM171 differently affected hematopoiesis from hPSCs. Although both small molecules increased NK cell production from hPSCs, UM171 mostly promoted expansion of CD34^+^CD45^+^CD7^+^ lymphoid progenitors, while SR1 accelerated differentiation of already formed NK cell progenitors^22^. UM171 was much more potent than SR1 in expansion of NK cells, allowing us to achieve up to 10-fold increase in NK cell output, over a 14-day period, as compared to an up to 2-fold increase that was reported in prior studies with SR1, over a 28-day period^22^. In contrast to SR1, UM171 predominantly enhanced production of G-CFCs with a CD34^+^CD41a^lo^CD45^+^ phenotype typical of early embryonic blood progenitors.

Overall, our studies revealed UM171 to be a potent small molecule for expansion of granulocytic and NK lymphoid progenitors from hPSCs. These findings will help to design protocols for scalable manufacturing of blood cells from hPSCs for transfusion and immunotherapy.

## Methods

### Human pluripotent stem cell and mouse OP9-DLL4 culture

The human ESC lines H1 (WA01) and WA09 (H9), the DF19-9-7T human fibroblast iPSC line, and the IISH2i-BM9 bone marrow-derived iPSC line were obtained from WICell Research Institute (Madison, WI), and maintained on vitronectin in E8 medium (WiCell). After reaching 75–80% confluence (about 3–4 days), cells were passaged by disassociation with 0.5 mM EDTA (Sigma) in PBS. E8 media was changed daily. OP9-DLL4 mouse feeder cells were maintained on 0.1% gelatin coated 10 cm dishes in OP9 growth media, consisting of α-MEM (Gibco), supplemented with 20% FBS (Hyclone). Cells were passaged at 75–80% confluency.

### Hematopoietic differentiation

Hematopoietic differentiation of hPSCs was performed using the two-dimensional hematopoietic differentiation protocol described previously^10^. In brief, hPSC colonies were singularized with 1X Tryple (Life Technologies) for 5 min. Singularized cells were then plated onto six-well plates coated with 0.5 μg/cm^2^ Coll IV (Sigma Aldrich) in E8 medium, supplemented with 10 μM Rho kinase inhibitor (Tocris Y-27632). Cells were plated at a density of 10,000 to 15,000 cells/cm^2^. After culture for 24 hours (day 0), E8 medium was changed to IF9S, supplemented with 50 ng/mL fibroblast growth factor (FGF2) (PeproTech), 50 ng/mL bone morphogenetic protein 4 (BMP4) (PeproTech), 15 ng/mL Activin A (PeproTech), and 2 mM lithium chloride (LiCl) (Sigma) for mesodermal development. TGF-β inhibitor (SB-431542, Cayman Chemicals) at 10μM concentration was added on day 2 of differentiation. Fresh cytokine cocktails in IF9S were prepared every two days, to induce stepwise differentiation through hematovascular precursors and hemogenic endothelium, into CD43 hematopoietic progenitors (day 2: 50 ng/ml FGF2 and 50 ng/ml VEGF; day 4 and 6: 50 ng/ml FGF2, VEGF, TPO, SCF, IL-6, and 10 ng/ml IL-3). Media was replaced on days 2 and 4, and added on top for day 6.

Differentiation was conducted for 9 days, first in hypoxic conditions (days 0–6), and then in normoxic conditions (days 6–9). Floating CD43 hematopoietic progenitor cells were collected at day 9, strained with a 70-μm cell strainer, and then used for experiments.

### Expansion of hematopoietic progenitors

Hematopoietic progenitors from Day 9 differentiation cultures were expanded in StemSpan^TM^-SFEM (Stem Cell Technologies), supplemented with 35 nM UM171(Xcess Biosciences), or equivalent volume of DMSO, and 100 ng/ml TPO, 100 ng/ml SCF, 100 ng/ml FLT3L, 50 ng/ml IL-6, and 10 ng/ml IL-3. Expansion cultures were supplemented with fresh StemSpan^TM^-SFEM (Stem Cell Technologies) media with the same cytokine concentrations, every 3 days. Cells were plated at up to 150,000 cells/ml. At day 5 or indicated time points, cells were collected for flow cytometric (FCM) analysis and CFU assay.

### Flow cytometry

Flow Cytometry was conducted using a MACSQuant® Analyzer 10 (Miltenyi Biotec), and the following antibodies: CD43-FITC(1G10), CD43-PerCP(1G10), CD235a-PE(HIR2), CD45-BV421(H130), CD45-PerCP(Hl30), CD94-Fitc(HP-3D9), CD38-FITC (HIT2), CD16APC(3G8), CD7-PE(MT701), CD16-FITC (3GB), CD42b-PE(HIP1), CD107a-FITC (H4A3) perforin-FITC (δG9), CD34 FITC (581), CD66BV421 (G10F5), CD16 PE (3G8), and CD14 PerCP (M5E2) from BD Pharmingen; CD41a-APC(REA386), CD45-APC(REA747), CD11b APC(REA713), CD201-PE (REA337), and anti-Ki67 (REA183) from Miltenyi Biotech, and CD56-PerCP(5.1H11), CD56-APC(5.1.H11), and CD45RA-APC (H1100) from BioLegend. All expansions were performed using ultra-low attachment surface, tissue culture plates (CORNING).

### Fluorescent Activated Cell Sorting (FACS)

Sorting was performed on a FACS Aria II cell sorter (BD). Cells of interest were harvested from differentiation cultures, and resuspended in MACS buffer (5% FBS, Gibco; 0.5 mM EDTA in PBS). The following antibodies were used: CD41a-APC, CD235a-PE, CD43-PerCP, CD45-PerCP, CD34-FITC (BD Pharmingen), and CD56-APC (BioLegend). Dead cells were counterstained with Ghost Violet 540 cell viability dye (TONBO Biosciences). Sorting gates were set with appropriate Fluorescent Minus One (FMO) controls, and only live cells were collected.

### Methylcellulose colony forming assay

Hematopoietic colony forming potential was assessed by combining cells of interest with 1.5 ml serum containing H4436 Methocult (Stem Cell Technologies). Cell suspensions were then transferred to 35-mm dishes, and cultured for 12–14 days at 37 °C. Hematopoietic colonies were scored according to cellular morphology, and CFC numbers were normalized to the number of cells plated (CFCs/10^4^) cells.

### Terminal differentiation into mature neutrophils

Neutrophil differentiation of DMSO or UM171 expanded hematopoietic progenitor cells was performed in IMDM (Gibco) medium, supplemented with 20% FBS (HyClone), on ultra-low attachment tissue culture plates (CORNING). Recombinant G-CSF (AMGEN) was added at a concentration of 100 ng/mL, for the first 3–4 days. Media was then topped up with an equivalent volume of fresh media, with 150–200 ng/mL G-CSF. After 7–9 days, floating cells were harvested, strained through a 70-μm cell strainers, and used for flow cytometry, cytospin, and functional assays.

### Phagocytosis assay by flow cytometry

To analyze the phagocytic capacity of neutrophils derived from DMSO and UM171 expanded hPSC derived HPs, we incubated these neutrophils with opsonized zymosan A fluorescein particles for 1 hour, at 37 °C or 4 °C (control). Samples were subsequently collected on ice, incubated with CD16-PE, CD66b-BV421(BD Pharmingen), and CD11b-APC (Miltenyi Biotech), and counterstained with Ghost violet 540 cell viability dye (TONBO Biosciences). Cells were then analyzed by flow cytometry.

### NK cell differentiation

NK differentiation of hematopoietic progenitor cells was performed in α-MEM (Gibco), supplemented with 20% FBS (HyClone), on mouse OP9-DLL4 expressing feeder layer, in two stages. In stage 1, hematopoietic progenitor cells were cultured for 7 days on OP9-DLL4, with 100 ng/ml FLT3L, 40 ng/ml SCF, and 5 ng/ml IL-7 (Peprotech), and 35 nM UM171 or equivalent volume DMSO. Cells were then transferred to fresh α-MEM media, supplemented with 10 ng/ml Il-2 and 5 ng/ml IL-15 (Peprotech), and with or without UM171 treatment. Media was topped up with one volume fresh media, every 3–4 days, and cultures were transferred to new OP9-DLL4 cells, every 7 days. After 14 to 21 days, cells were harvested for flow cytometry and other analyses. OP9-DLL4 were used at 75–80% confluency.

### *In vitro* cytotoxicity assay

DMSO and UM171 differentiated hPSC-derived NK cells were purified from NK differentiation cultures by FAC-sorting with CD56-APC (BioLegend). K562 tumor cells maintained in RPMI (Gibco), supplemented with 10% FBS were stained with PK467-GFP cell membrane marker (Sigma Aldrich), according to the manufacturer’s instructions. Purified CD56^+^ hPSC derived NK cells were then incubated with target K562 for 4 hours at 37 °C, at effector: target (E:T) ratios of 0.5:1,1:1, 3:1, 5:1, 10:1, and 20:1, in a final volume of 200 μl, in a 96 well plate. Following incubation, cells were collected, washed twice with MACS buffer, and then incubated with propidium iodide and annexin V-PE (BD, Biosciences), for flow based cytometric assay. Apoptosis/necrosis gates were set with appropriate Fluorescent Minus One (FMO) controls, and hPSC derived NK cells not cocultured with K562 were utilized for background subtraction.

### Interferon gamma assays

To assess interferon gamma production, FAC-sorted NK cells were stimulated for 5 hours with PMA and ionomyocin (1:500) Cell Activation Cocktail (BioLegend), or alternately K562 tumor target cells at a 2:1 ratio. Breferidin A (1:1000; Thermo Fisher) was added at the beginning of the stimulation. NK cells that were not stimulated served as experimental controls. At the completion of incubation, all cells were washed with MACS buffer (5% FBS, Gibco; 0.5 mM EDTA in PBS), and incubated with Ghost violet 540 cell viability dye (TONBO Biosciences) and CD56-PerCP (BioLegend), for 30 minutes. Subsequently, cells were permeabilized and stained with IFNγ antibody.

### Intracellular staining for detection of perforin

For assessment of intracellular perforin production, NK cells were incubated with Ghost violet 540 cell viability dye (TONBO Biosciences) and CD56-PerCP (BioLegend). After washing with MACS buffer, cells were then fixed and permeabilized, following instructions in the Intracellular Fixation and Permeabilization Buffer Set (Thermo Fisher). Cells were then incubated overnight with Perforin-FITC (BD Pharmingen), and analyzed by flow cytometry.

### Apoptosis and Proliferation Assays

For apoptosis detection, cells were stained with CD34-FITC, CD45-BV421, and CD43-APC (BD Pharmingen), along with PI and Annexin V-PE (BD Pharmingen), and analyzed by flow cytometry. To assess proliferation of hematopoietic progenitors, using cell proliferation antigen Ki-67, cells were incubated with CD34-PE, CD43-BV421 (BD Pharmingen), and Ghost violet 540 cell viability dye (TONBO Biosciences). Cells were then fixed and permeabilized with 70% ethanol, and stained with Ki67-APC (Miltenyi Biotech), according to the manufacturer protocol, and analyzed by flow cytometry. Cell cycle analysis of total hematopoietic progenitors was carried out using the FITC BrdU flow kit (BD Pharmingen), following manufacturer recommendations. On day four of HP expansion in HSC or lymphoid expansion conditions and on day 3 of NK differentiation, cells were labelled with BrdU. After 24 hours, samples were collected and incubated with CD34-PE, CD43-BV421(BD Pharmingen), and CD45-APC (Miltenyi Biotech); CD34-PE or 34 PerCP, CD45-BV421(BD Pharmingen), and CD41a-APC (Miltenyi Biotech); CD45-BV421, CD7-PE, and CD34-APC (BD Pharmingen); or CD45-BV421 and CD56-APC (BD Pharmingen), and then counterstained with Ghost violet 540 cell viability dye (TONBO Biosciences). This was followed by fixation, permeabilization, and a 1 hour incubation with DNase at 37 °C, to expose incorporated BrdU. After washing, cells were stained first with anti BrdU-FITC, followed by 7AAD, and flow cytometry was performed. CD34^+^CD43^+^CD45^+^ and CD34^+^CD43^+^CD45^+^CD41a^+^ hematopoietic progenitors, CD34^+^CD45^+^CD7^+^, lymphoid progenitors, or CD45^+^CD56^+^ NK cells were then analyzed for cell cycle kinetics and proliferation, through BrdU incorporation.

### RNA isolation and RNA-Seq data processing and analysis

Total RNA was isolated using RNeasy Micro Kit (Qiagen) and subjected to DNase digestion, according to the manufacturer’s protocol. Isolated RNAs were used for either quantitative RT-PCR or RNA sequencing. RNA purity and integrity was evaluated by capillary electrophoresis on the Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). Samples were then prepared for sequencing using the Ligation Mediated Sequencing (LM-Seq) protocol, according to the published guidelines^24^. Final sample libraries were quantitated with the Life Technologies Qubit fluorometer, and sequenced on the Illumina HiSeq 3000 (SY-401-3001). Base-calling and demultiplexing were completed with the Illumina bcl2fastq2 utility, v2.17.1.14. Following quality assessment and filtering for adapter molecules and other sequencing artifacts, the sequencing reads were aligned to transcript sequences corresponding to hg19 human genome annotation. Bowtie v 1.1.2 was used, allowing two mismatches in a 25 bp seed and excluding reads with more than 200 alignments^25^. RSEM v 1.3.0 was used to estimate isoform or gene relative expression levels in units of “transcripts per million” (tpm), as well as posterior mean estimate of the “expected counts” (the non-normalized absolute number of reads assigned by RSEM to each isoform/gene)^26,27^. R statistical environment (R core team, 2014) was used at all stages of downstream data analysis. Count matrices were normalized using median normalization routine from EBSeq package^28^. EBSeq with 10 iterations and pooled variance estimate was used to call for differential expression. Genes that passed both Posterior Probability of Differential Expression >0.95 and fold change >2 were selected for further analysis. The accession number for the RNA-seq data reported in this paper is GEO: GSE128295 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE128295).

### Statistical Analysis

Statistical analysis was performed in Prism (GraphPad, San Diego, CA) using student t test. Data was reported as the mean ± SEM of at least 3 independent experiments. Results producing p < 0.05 were considered statistically significant.

## Supplementary information

Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

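RNAseq was performed on CD34+CD235a+CD41a+ cells derived from H1 hESCs, isolated on day 9 of differentiation and cultured in HSC expansion conditions with 35 nM UM171 or DMSO for 16 h or 5 days. There were 4 libraries, 1 for each condition. The authors filtered adapters and artifacts, aligned reads with Bowtie 1.1.2 to transcript sequences of the hg19 annotation, and estimated expression per gene with RSEM 1.3.0. They deposited the expected counts, not scaled for library size and rounded to whole numbers, and the TPM, which RSEM scales for transcript length and library size. Both tables hold 23686 genes in the same order. In each library, between 19 and 29 genes have an expected count of 0 and a TPM above 0. A total of 28 gene symbols are listed as dates.

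From the deposited expected counts, size factors were computed as the median over 12390 genes above 0 in all 4 libraries of the ratio to the geometric mean. The paper's methods name the median normalization of EBSeq. Folds were taken with each expected count raised to a floor of 3 counts. A gene counted as changed when its fold exceeded 2, the paper's threshold, and at least 1 of the 2 libraries of a pair held at least 10 expected counts. The 95% counting interval of a fold is the exact Clopper-Pearson interval of the share of a gene's counts in the UM171 library of the pair. It covers counting error only. The total expected counts, from 1529486 in the UM171 16 h library to 9125518 in the DMSO 5-day library, set that precision. EBSeq was not used here, so its posterior probability was not computed. With 1 library per condition, no test across conditions was made.

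Lists of genes were fixed before the data were examined: the HSC, myeloid, E-Mk and AhR target genes of Fig. 4A,B, which the authors may have chosen on these libraries, and lists for S phase, G2M, inflammatory response, interferon response, granulocyte primary granules, eosinophils with mast cells and basophils, monocytes with macrophages, erythroid cells, megakaryocytes, endothelium and ribosomal proteins. A list's median log2 fold covered genes above 3 expected counts in at least 1 library of the pair. It was compared with 10000 random lists drawn for each gene among the 200 genes nearest in mean expression, and a list stood apart under percentile 2.5 or over percentile 97.5. This describes these libraries alone. The genes named are every gene the paper names for the RNAseq data or shows in Fig. 4, AHR, the parents of 2 read-through genes, the 3 genes with the largest fold in each direction at each time point, and the 5 genes outside Fig. 4C,D with the largest smaller fold at both time points in each direction. The last 2 groups were taken among genes with at least 50 expected counts in each pair concerned. Other genes named with them as copies, neighbours or parents were chosen after their values were seen.

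The alternatives set before the data were examined were TMM factors and upper-quartile factors from edgeR 4.0.16 in R 4.3.3, scaling by total count, size factors from the 2 libraries of each pair, the deposited TPM with a floor at the TPM that 3 counts are worth, 1 count added to every normalized count in place of the floor, removal of a loess trend (span 0.3) of the log2 fold on effective transcript length or on GC content, no count minimum, a minimum of 50 expected counts, and a counting interval that leaves out a fold of 1. A further 2 were chosen after seeing the data: the same normalized floor of 8.08 in all libraries, and a GC trend with a span of 0.05. Lengths came from the ratio of the expected count to TPM. GC content and coordinates came from GENCODE release 44 lifted to GRCh37, the build of hg19, which is another release than the authors' annotation. Of the gene symbols, 22159 matched by current or older name, 21815 had 1 location and 20897 had a GC content.

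Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. The steps were tested on simulated counts for the 23686 genes, with 200 genes changed by a known fold. All of them were recovered past 2-fold in the right direction (100% at each time point). That setting made this close to assured, and the recovery does not cover genes with fewer counts or smaller folds. The counting interval held the true fold for 95.8% of the 11454 genes tested at 16 h and of the 13224 tested at 5 days. Among unchanged genes, 257 passed 2-fold at 16 h and 215 at 5 days. Of 200 random lists with no effect, 2.5% stood apart at 16 h and 8% at 5 days, where 5% is the nominal share. Flow cytometry, colony and NK cell data were not analysed here.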

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

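The tests of counting error on genes that changed in opposite directions and of GC content on the G2M list were chosen only after the result was seen. The differences between the 2 time points below were not tested, since each rests on 1 library per condition.

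Genes moved in opposite directions at the 2 time points. At 16 h, 109 genes were more than 2-fold higher and at 5 days more than 2-fold lower with UM171, and 137 genes were lower at 16 h and higher at 5 days. These 246 genes compare with 324 that passed 2-fold in the same direction. If the 2 time points were independent, 93.98 genes would be higher at both, 61.3 lower at both, 82.3 higher then lower, and 70.0 lower then higher. The observed numbers were 2.23, 1.86, 1.32 and 1.96 times these. The expected numbers give every gene the same chance of passing 2-fold. Read-through genes passed it more often at both time points (66.7% and 59.4%, against 14.6% and 26.1% of the other genes). Such genes can raise all of these ratios, so the excess alone does not show linked effects. With at least 50 expected counts, 34 genes moved in the same direction and 43 in opposite directions. Of the 43, 7 were higher then lower and 36 lower then higher. With no count minimum, 288 genes were higher then lower and 142 lower then higher. The balance of the 2 opposite directions thus depended on the count minimum. Redrawing the 16 h pair with no difference gave 20.7% of the opposite changes (12.0% of the genes higher at 16 h and 27.6% of those lower) and 15.3% of the changes in the same direction (8.09% of the rises and 28.5% of the falls), so counting error at 16 h does not account for most of either. What stays open is a time-dependent effect of UM171, and a difference between cultures or library preparations that no value here separates from it. For genes that share reads with others, a division of reads stays open too. The read-through gene HSPE1-MOB4 had 104 expected counts with DMSO and 0 with UM171 at 16 h, and 0 and 99 at 5 days. Its sum with its parents had log2 folds of 0.14 and 0.57.

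The median of the G2M list, 54 genes of the G2 and M phases, was -0.28 at 16 h, at percentile 0.19 of the random lists, and 0.37 at 5 days, above all of them. After the GC trend was removed, the 16 h median was -0.21 and stayed under percentile 2.5, but with the narrower span it was -0.20 at percentile 3.24. The 2 spans thus gave similar medians, with percentiles of 2.03 and 3.24 on either side of the cut of 2.5. They do not decide how much of the 16 h fall a GC trend accounts for. Fewer cycling cells and a difference between the 2 cultures or libraries stay open, and neither was tested. The 5-day median stayed above all 10000 random lists under every alternative run.

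Among the genes of Fig. 4A,B and AHR, 7 had counting intervals on opposite sides of 0 at the 2 time points. The log2 folds at 16 h and 5 days were -0.60 and 0.48 for RUNX1, -0.53 and 2.26 for MYB, -0.82 and at least 5.12 for CD33, 0.75 and -8.46 (a bound) for HBG1, 0.38 and -2.61 for HBG2, -0.85 and 0.38 for CYP1B1, and 0.87 and -0.29 for AHR. The intervals leave out counting error in these 2 pairs of libraries as the whole of each difference. The directions of these genes were the same under every alternative run, but the log2 fold of AHR at 5 days was -0.078 with total count, nearer 0 than its interval. HBG1 and HBG2 share reads, and their sum kept both directions, with log2 folds of 0.45 and -2.90. In the DMSO libraries MYB was 0.227-fold as high at 5 days as at 16 h, and in the UM171 libraries 1.57-fold as high. An effect of UM171 that depends on time and a difference between cultures both stay open, and neither was tested.

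Outside the genes of Fig. 4C,D, 174 genes were more than 2-fold higher and 100 more than 2-fold lower with UM171 at both time points. Their counting intervals left out a fold of 1 at both time points for 153 and 61 of them. The 174 genes include PROCR, which the paper names. Those with the largest smaller rise among genes with at least 50 expected counts were FMNL1 (log2 folds 1.30 and 1.88), ILVBL (1.28 and 1.21), HIP1 (1.21 and 2.60), LAMA5 (1.19 and 1.57) and HHEX (1.17 and 1.30). LAMA5 is over 65% GC. Those with the largest smaller fall were HRC (2.26-fold and 2.41-fold lower), KLHDC8B (2.20 and 3.99), METTL15 (2.19 and 2.16), F13A1 (2.17 and 10.4) and TMEM45A (2.11 and 3.08). Of the 324 genes past 2-fold at both time points, 96.6% stayed past it after the trend with transcript length was removed, and of the 307 with a GC content, 88.9% stayed past it after the GC trend was removed. These trends do not account for most of the genes. The posterior probability filter that the paper applied was not computed here.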

How the results depend on the processing

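No paired analysis was possible because each condition has 1 library, and no library was left out.

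The numbers of changed genes kept within 1.5 times under the other scalings set before the data were examined. They depended on the count minimum. With no count minimum, 1734 genes were more than 2-fold higher at 16 h (954 with the minimum of 10) and 398 at both time points (210). By construction, 4 expected counts with UM171 against 0 with DMSO then pass 2-fold at 16 h. With at least 50 expected counts, 157 genes were higher and 275 lower at 16 h, 1017 higher and 857 lower at 5 days, and 17 higher and 17 lower at both time points, of which 8 are in Fig. 4C and 5 in Fig. 4D. Fewer genes enter at that minimum. Requiring a counting interval that leaves out a fold of 1 gave 75 genes lower at both time points in place of 114. The same normalized floor in all libraries, chosen after seeing the data, gave 1210 genes higher at 5 days in place of 1906, because it raises the floor of the 5-day libraries. Scaling by total count moved the median log2 fold of all genes at 5 days from 0.00 to 0.21, and the deposited TPM moved it to 0.14. With total count, 65.8% of the changed genes at 5 days were higher, against 54.4%, and 78.2% of those changed at both time points, against 64.8%. With no count minimum the share was 69.7% at 16 h, against 55.9%, and 76.5% at both time points, and with at least 50 expected counts it was 36.3% at 16 h and 50% at both time points.

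Of the lists, HSC, myeloid, E-Mk, S phase, G2M, erythroid and megakaryocyte at 5 days, endothelium at 16 h, and ribosomal proteins at both time points, kept their direction and stood apart under every alternative run. The endothelial median at 16 h rests on 7 genes. Over the 4 genes with at least 50 expected counts it was 0.46, at percentile 97.54. The E-Mk median at 16 h, -0.014, was 0.010 with upper-quartile factors, 0.078 with total count and 0.025 with the deposited TPM. The myeloid median at 16 h, at percentile 94.8, stood apart over genes with at least 50 expected counts (0.47). The AhR target median at 16 h, at percentile 2.52, stood apart with the deposited TPM (-0.41), with the GC trend removed (-0.43, also with the narrower span) and over genes with at least 50 expected counts (-0.68). The G2M median at 16 h no longer stood apart with the narrower GC span (-0.20). The inflammatory response median at 16 h, 0.011, was -0.25 with 1 count added, -0.039 and -0.055 with the GC trend removed with the wider and narrower span, and -0.12 over genes with at least 50 expected counts. At 5 days it was 0.15, and -0.21 over genes with at least 50 expected counts. The interferon response median at 5 days, -0.61, no longer stood apart over genes with at least 50 expected counts (-0.30) or with the same normalized floor (-0.044). The causes were not tested.

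Among the lists whose alternatives were all chosen after seeing the data, the granulocyte granule median was 0.69 at 16 h with the same normalized floor, and at 5 days 0.52 with the GC trend removed at either span, 0.55 over genes with at least 50 expected counts and 0 with the same normalized floor, none of which stood apart. The eosinophil, mast cell and basophil median at 16 h no longer stood apart with the GC trend removed (0.36, and 0.31 with the narrower span) or with the same normalized floor (0.26), and at 5 days it was 0 with the same normalized floor and -0.17 over genes with at least 50 expected counts. The monocyte and macrophage median at 5 days no longer stood apart with the same normalized floor (0.30) or over genes with at least 50 expected counts (0.96). The endothelial median at 5 days, -0.13, was 0.087 with total count and 0.015 with the deposited TPM. The causes were not tested. The granulocyte list gave no value over genes with at least 50 expected counts at 16 h.

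The rho between the log2 folds at 16 h and 5 days lay between 0.0617 and 0.0696 under every alternative run. The rho between the DMSO and UM171 time courses, 0.298, was 0.325 with no count minimum, 0.328 with at least 50 expected counts and 0.330 with the same normalized floor. Of the named genes, 200 folds were recomputed, giving 1984 values under an alternative. Of these values, 95 lay outside the counting interval of the reported fold and 9 changed sign. The sign changes concerned 6 folds, and for all but 1 of them the counting interval held 0. The exception was GP1BB at 5 days, with a log2 fold of -0.27 under the narrower GC span. The depth of the UM171 16 h library limits falls at 16 h most, since 10 expected counts with DMSO against 0 with UM171 do not reach 2-fold.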

Differences from the paper's values

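The paper reports 40 upregulated genes common to both time points, and 210 genes were more than 2-fold higher at both time points here. The paper reports 14 downregulated genes common to both time points, against 114 here. For the upregulated genes none of the alternatives set before the data were examined closed the gap: the number ranged from 17 with at least 50 expected counts to 398 with no count minimum. For the downregulated genes, the number was 17 with at least 50 expected counts, within 1.5 times of the paper's 14, and from 75 to 126 under the other alternatives set before the data were examined. The 17 genes include 5 of the genes of Fig. 4D. With no count minimum, all 40 genes of Fig. 4C were more than 2-fold higher at both time points, including GNG7, MPO, NLRP3 and TRAF3IP3, which the minimum of 10 expected counts leaves out.

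The paper's text gives RUNX1 as upregulated with UM171 without naming a time point. Here its log2 fold was 0.48 at 5 days and -0.60 at 16 h. The paper's text gives the myeloid-lineage genes as upregulated. Here all 9 of them were higher at 5 days, but at 16 h MYB had a log2 fold of -0.53 and CD33 of -0.82. The text gives the E-Mk genes as downregulated. Here that held at 5 days for all 8, and at 16 h 4 of the 8 were higher, with log2 folds of 0.75 for HBG1 and 0.38 for HBG2.

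The paper states that UM171 left the AhR target genes unaffected. Here the log2 fold of CYP1B1 was -0.85 at 16 h and 0.38 at 5 days, and that of TIPARP -0.68 and -0.54, with counting intervals that leave out 0 and changes of less than 2-fold. The colours of CYP1B1 and TIPARP in Fig. 4B are also lower with UM171 at 16 h, read by eye. The paper's discussion gives a minimal effect on AHR and AHRR. Here the log2 fold of AHR was 0.87 at 16 h. It was -0.29 at 5 days, and AHRR had -0.16, with an interval that holds 0, and -0.36.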

Other observations

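The tests of reads shared between genes, apart from the first on the 2 read-through genes of Fig. 4C,D, and those on the E-Mk genes, on CYP1B1 with TIPARP and on the ribosomal proteins were chosen only after the result was seen.

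Several genes at the extremes of the fold share reads with others. Among genes with at least 50 expected counts in 1 library of a pair, the largest rises at 16 h included RPL21 (0 expected counts with DMSO, 210 with UM171) and STAG3L3 (0 and 94), and the largest falls were RPL21P28 (317 and 0), SMN2 (128 and 0) and HSPE1-MOB4 (104 and 0). Summed with its copy RPL21P28, RPL21 had a log2 fold of 0.44 at 16 h. STAG3L3 summed with STAG3L1 and STAG3L2 had 0.91. SMN2 summed with its copy SMN1 had -0.14 (-0.39 to 0.11), and would have had -0.42 with SMN1 at its mean level. HSPE1-MOB4 summed with its parents had 0.14 (-0.020 to 0.29), and would have had -0.14 with them at their mean level. At 5 days the largest rises were CCDC85B (3 and 750), C19orf60 (2 and 532) and RBM14-RBM4 (0 and 359), and the largest falls HBG1, STX16-NPEPL1 (223 and 0) and C9orf174 (85 and 0). Of 113 read-through genes, whose symbol joins those of 2 other genes, 34 of 51 tested at 16 h passed 2-fold (66.7%), against 14.6% of the other genes, and 41 of 69 at 5 days (59.4% against 26.1%). The counts of each were summed with those of its parents, but most are a small part of the sum. With the parents at their mean level, the sum would pass 2-fold for 4 of the 34 genes and for 0 of the 41, and 1 of the 4 had a sum past 2-fold. Among all of them, 2 of the 34 sums and 7 of the 41 were past 2-fold. A division of reads alone leaves a sum unchanged, so it does not account for these sums. A division beside a change of the whole sum stays open for them. A change of these genes and a division of their reads by the authors' counting cannot be told apart, because the parents outweigh them. The same holds for TMEM189-UBE2V1 in Fig. 4C, and for PTGES3L-AARSD1 in Fig. 4D at 16 h. At 5 days the sum of PTGES3L-AARSD1 had a log2 fold of -0.50, and the upper bound of its counting interval was -0.12 in the scaling that brought it closest to 0. A division of reads that leaves the sum unchanged thus does not account for its fall, but a division beside a fall of the whole sum stays open. No biological explanation was tested.

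GP1BB is in Fig. 4C, while the megakaryocyte list, which holds it, had a median log2 fold of -1.93 at 5 days and 18 of 20 genes more than 2-fold lower. SEPT5-GP1BB rose from 116 expected counts with DMSO to 1424 with UM171 at 5 days, and the gene listed as 5-Sep, the form a spreadsheet gives to SEPT5, fell from 1449 to 140. The 3 summed had a log2 fold of 0.35, and would have had 0.50 from GP1BB alone with the others at their mean level. SRGAP2B summed with its 3 copies had 0.065 at 5 days, against 0.11 from SRGAP2B alone. The sum with GP1BB rose beyond counting error (0.27 to 0.44), which a division of reads alone would not give. A rise of either gene itself, beside or without a division of reads, stays open. The sum of SRGAP2B is too little changed by either, and the GC trend of the 5-day libraries moved GP1BB by more than its sum changed.

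Genes with GC-rich transcripts were higher with UM171 at 5 days. Of 371 genes over 65% GC, 47.2% were more than 2-fold higher and 6.20% more than 2-fold lower, with a median log2 fold of 0.84. Of 27 genes over 70% GC, 81.5% were higher. Of 5401 genes from 40% to 50% GC, 10.8% were higher and 11.2% lower. A hypothesis is that the 5-day libraries differ in GC bias. It was tested in families that most cells express (mitochondrial ribosome, respiratory chain, proteasome, translation initiation, RNA polymerase and splicing genes), in which the median log2 fold of 28 genes over 60% GC exceeded that of 180 genes under 50% GC by 0.40, against 0.28 across all genes. The rise of GC-rich genes at 5 days is thus consistent with a technical difference between the libraries, and a biological one was not excluded. At 16 h the difference was 0.0073 in the families and 0.21 across all genes. In Fig. 4C, CCDC88B, CYBA, GP1BB, HES6, MZT2B and SDF2L1 are over 65% GC. With the narrower GC span, chosen after seeing the data, CCDC88B, GP1BB and MZT2B fell under 2-fold at 5 days (0.93, -0.27 and 0.96), and 33 of the 36 counted genes of Fig. 4C stayed past 2-fold at both time points.

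Redrawing the 16 h pair with no difference gave 14.9% of the genes past 2-fold at 16 h, 7.89% of the rises and 23.7% of the falls. Counts taken up by a few abundant genes of the DMSO library would lower its other genes, and so raise them with UM171. For those other genes such a shift runs opposite to a fall. With libraries scaled by total count, the E-Mk median at 5 days was -2.26, against -2.47. That scaling moves the log2 folds of a pair by the same amount, so it cannot test whether such a shift plays a part in the fall. The 10 most abundant genes took 6.57% of the counts in the DMSO library at 5 days and 4.77% with UM171. CYP1B1 and TIPARP were lower with UM171 at 16 h beyond counting error, the upper bound of the interval closest to 0 being -0.28. A difference between the 2 cultures was not tested.

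The S phase list, 43 genes, had a median log2 fold of 0.46 at 5 days, above all 10000 random lists, with 41 genes higher, and of -0.16 at 16 h, at percentile 20.5. A rise at 5 days was predicted from the paper's BrdU assay before the list was measured, and the value is consistent with more cells in S phase with UM171. The list of ribosomal proteins, 30 genes, was higher at both time points (0.20 and 0.23), above all random lists. After the length trend was removed the smaller median was 0.11, so transcript length does not account for all of it. The interferon response list had a median of -0.12 at 16 h, at percentile 27.5, and -0.61 at 5 days, at percentile 0.08.

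The other lists describe cell types, and their medians at 16 h and 5 days were 1.45 and 0.80 for granulocyte primary granules (percentiles 98.8 and 98.9, over 7 and 15 genes), 0.47 and 1.34 for eosinophils, mast cells and basophils (98.4 and 99.9), 0.49 and 0.88 for monocytes and macrophages (79.99 and 98.8), -0.27 and -1.15 for erythroid cells (7.61, and below all random lists), -0.22 for megakaryocytes at 16 h (17.6; at 5 days below all random lists) and 0.79 and -0.13 for endothelium (99.2 and 38.7). Of these lists, the granulocyte list holds 2 genes of Fig. 4A and 1 of Fig. 4C, the eosinophil list 1 of Fig. 4A, the monocyte list 2, the erythroid list 3 and 1 of Fig. 4D, and the megakaryocyte list 5, with 1 of Fig. 4C and 1 of Fig. 4D. Most genes of the granulocyte list were near the floor, with 3 of 7 above 3 expected counts in both libraries at 16 h.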
